A study of Arabidopsis thaliana with 48 samples.

How the data were processed

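The series held 48 samples of Arabidopsis thaliana. Values were read from 21 of them: 18 RNA libraries and 3 small RNA libraries. The 11 samples of DNA from virus-like particles and the 16 chromatin immunoprecipitation samples were not analysed here. Samples were grouped by the genotype and fraction given in the labels, and each RNA group had 3 replicates whose numbers came from the sample titles.

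The RNA files held FPKM values (fragments normalised to gene length and to the depth of the library), 1 file per library, as deposited by the authors and named in the file headers. Each listed 33557 loci. The program, aligner, annotation release and genome build behind them were stated neither in the headers nor in the labels. FPKM values are not counts, while the tests had been planned for counts before the data were examined, so each test was replaced by one that fits log-scale values, and the comparison with another count-based tool was not run. The small RNA libraries came as deposited lists of distinct sequences, with whole-number read counts per the file contents. Per the file headers, they also came as tables of RPM values (reads scaled to a denominator for each library) by locus and read length. A column of these tables gives the type of each locus. The RPM denominator did not cover all reads of a library, and its estimated share is given with the sums on TE genes. Per the labels, RNA of 18 to 30 nt was cut from a gel for these libraries.

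Depth was not stated for the RNA files, and it was estimated from the lowest values. Where whole fragments are counted, the FPKM of a locus is a whole multiple of a step that depends on its length and on the depth. The lengths were those of the RefSeq gene table of assembly TAIR10.1, which was otherwise used only for symbols and for the order of loci; it matched 32813 of the 33557 loci. No coordinates are given, because the files name no build for the FPKM values; the chromosome is the one in the locus identifier. Between 44.8% and 64.7% of low TE-gene values per library lay within 2% of a whole number of fragments, so fragments were not recovered as counts and the depths are estimates. The estimates ran from 3540000 to 36600000 fragments per library. The 279 chloroplast and mitochondrial loci were listed at 0 in every RNA library, and an exact 0 was read only as a locus listed at 0.

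The type column of the small RNA tables named 3826 transposable element (TE) genes. It covered 28429 of the loci with FPKM values, and the other 5128 had no type and were treated as genes that are not TE genes. Some of these may be TE genes, which would then be counted with the other genes. In the small RNA tables many values are fractions of what 1 read is worth, as when reads that match several loci are divided among them, so a TE gene's RPM can include reads of near-identical copies. How the authors placed such reads in the FPKM files was not stated, and TE-gene values are uncertain to that extent.

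For the RNA libraries, loci with an FPKM of at least 1 in at least 3 libraries were kept. Libraries were rescaled by a trimmed mean of log ratios, with 30% of the log ratios and 5% of the mean values trimmed at each end. Values were taken as log2(FPKM + 1), so a fold change is on that scale and understates the change of low genes. A model with 1 mean per group was fitted over all 18 libraries with limma 3.58.1 in R 4.3.3, with moderated statistics and a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method within each contrast, with a threshold of 0.05. There were 3 genotype contrasts, 4 fraction contrasts and 2 interactions. Sets of genes were tested with limma's camera with the correlation between genes estimated from the data, and the 8 set tests were adjusted together. The small RNA gene set held the 497 loci with at least 10 RPM of 21-22 nt reads in the ddm1 inflorescence library and at least 4 times the wild-type value after adding 1 RPM to both. The TE-gene share was the percentage of a library's summed FPKM on TE genes, compared by a two-sided exact permutation test of 3 samples against 3, whose smallest possible p is 0.1. Shares of small RNA reads were given 95% Wilson intervals, which cover counting error only because PCR copies were not marked.

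The genes named in the text followed a rule set before the data were examined. It took a fixed list of RDR6, DDM1, 2 copies of a long terminal repeat retrotransposon, 3 ARF genes and 5 TAS genes. To these it added the 3 highest and 3 lowest log2 fold changes of each genotype contrast and the 2 highest and 2 lowest of each other contrast, among genes past the threshold with an average log2 value of at least 1. Except in the interactions, a gene also had to separate the groups completely. The last part took the 3 TE genes with the most 21-22 nt RPM in the ddm1 inflorescence library. Where fewer genes met a rule, fewer are named. In the genotype contrasts, genes of the fixed list that were among the highest or lowest were not named again under that rule, which also left fewer.

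Replicate numbers were shared by all groups. The fit with the replicate number as a block was run beside the fit without it: for genotype contrasts the block was the fraction and number, and for fraction contrasts and interactions it was the genotype and number. Whether the numbers pair the samples was checked by correlating, across genes, the deviations of samples from their group means. The deviations of a group sum to 0, so a positive mean for same-numbered samples brings a negative mean for the others.

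The alternatives were median-of-ratios scaling, no filter, a filter on a mean FPKM of at least 1, only the groups compared and the replicate block. Others were each sample left out in turn, TE genes left out before scaling, and a test against a log2 change of 0.5. The small RNA gene set was also taken at 5 RPM and 2 times the wild-type value, or limited to its TE genes. A pseudocount of 0.1, the deposited values without rescaling, a fit without the trend and 2 changes to the TE small RNA sums were added after the data were seen. The procedure was tested on simulated data with 200 changed genes, of which 196 entered the test: 157 of these were called (80.1%), with 7 false calls among 164, and 0 of 20290 genes were called in a contrast without changes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.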

Results

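RNA was measured in inflorescences of ddm1 and ddm1rdr6 plants in 3 fractions: total RNA, polysomal RNA of the total extract, and polysomal RNA of the microsome fraction, which contains membrane vesicles such as those of the endoplasmic reticulum. DDM1 is a chromatin remodeller that keeps transposable elements (TEs) silent, and RDR6 is an RNA-dependent RNA polymerase that makes precursors of 21-22 nt small RNA. The plants expressed a FLAG-tagged ribosomal protein, per the labels. Each of the 6 groups had 3 replicates. Small RNA was measured in ddm1 pollen, ddm1 inflorescence and wild-type inflorescence, with 1 library each and so without replicates. The estimated depth was 3540000 to 5010000 fragments in the total RNA libraries, 5200000 to 7220000 in the total polysomal libraries and 21600000 to 36600000 in the microsome polysomal libraries. Depth and fraction therefore could not be told apart, whereas the genotypes had similar depths within each fraction. The log2(FPKM + 1) values of replicates correlated across genes with Pearson's r from 0.977 to 0.994. A single locus on chromosome 2, AT2G07732, took 5.24% to 9.23% of the summed FPKM in the total RNA libraries. The chloroplast and mitochondrial loci were listed at 0 in these libraries. Whether the value of AT2G07732 holds reads of organelle RNA could therefore not be checked, and its share is not to be read as that of a nuclear gene.

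The gene mutated in ddm1rdr6 was examined first. In total RNA, RDR6 (AT3G49500, chromosome 3) had 10.7 ± 1.31 FPKM in ddm1 and 8.36 ± 1.80 FPKM in ddm1rdr6 (SD, n = 3). The log2 fold change was -0.35 (SE 0.19, limma adjusted p 0.625). It was -0.14 in total polysomal RNA and -0.23 in microsome polysomal RNA, with adjusted p-values of 0.962 and 0.624. RDR6 transcript abundance thus did not separate the libraries labelled ddm1rdr6 from those labelled ddm1. It was nevertheless lower in ddm1rdr6 in all 3 same-numbered pairs in total RNA, so a small decrease there is not excluded. In neither polysomal fraction was it lower in all 3 pairs. DDM1 (listed as CHR1, AT5G66750), mutated in both genotypes, had 2.64 ± 1.31 FPKM in ddm1 and 2.53 ± 0.338 FPKM in ddm1rdr6 total RNA (SD, n = 3).

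Targets and precursors of RDR6-dependent small RNA differed in these libraries. ARF4 (AT5G60450, chromosome 5) rose from 17.5 ± 2.69 to 68.2 ± 12.8 FPKM in total RNA (SD, n = 3), a log2 fold change of 1.87 (SE 0.164, limma adjusted p 5.85e-07). In microsome polysomal RNA it rose from 23.7 ± 2.52 to 149.3 ± 16.4 FPKM, a log2 fold change of 2.57 (SE 0.164, limma adjusted p 3.46e-08). ETT (ARF3, AT2G33860) rose in the 3 fractions, with log2 fold changes of 1.08 in total, 1.54 in total polysomal and 1.48 in microsome polysomal RNA, and its limma adjusted p was at most 0.000993. ARF2 (AT5G62000) did not pass the threshold, with log2 fold changes between -0.20 and 0.03, although in total RNA all 3 ddm1rdr6 samples were below all 3 ddm1 samples. Of the TAS precursor transcripts, TAS1C (AT2G39675) and TAS2 (AT2G39681) were higher in ddm1rdr6 total RNA by 2.30 and 1.81 on the log2 scale (limma adjusted p 0.000156 and 5.3e-05). In microsome polysomal RNA the change of TAS1C was 1.25 with an adjusted p of 0.05, at the threshold, and it was no longer past it under 11 alternatives. TAS1A, TAS1B and TAS3 did not pass the threshold in any fraction, with or without the replicate block. TAS1A and TAS3 were nevertheless higher in ddm1rdr6 in all 3 same-numbered pairs in total RNA and in total polysomal RNA. A smaller increase of these is therefore not excluded. TAS1B was higher in all 3 such pairs in total RNA but lower in all 3 in microsome polysomal RNA.

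**Figure D1:**
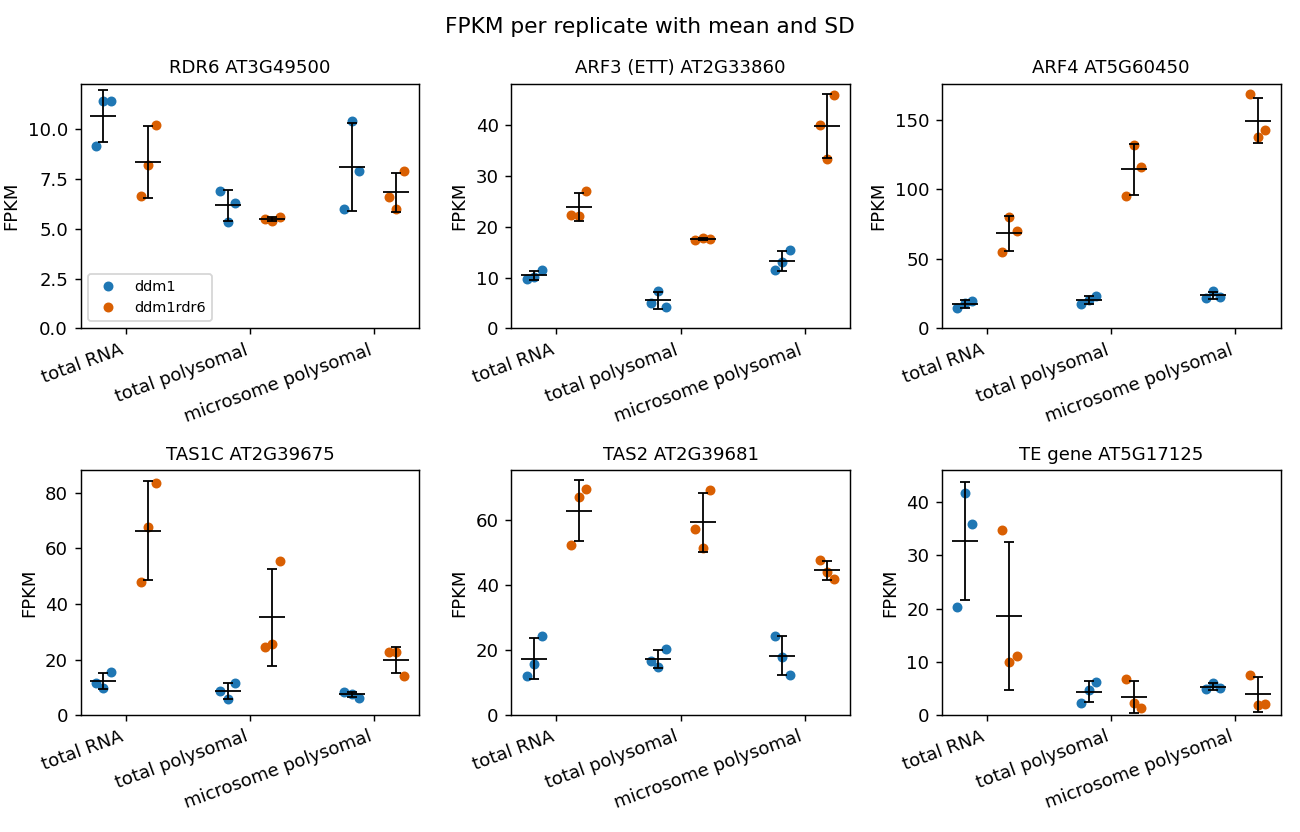
FPKM (y axis) of 6 loci in the 3 fractions (x axis), with 1 point per replicate and bars for the mean and SD of 3 replicates, in ddm1 (blue) and ddm1rdr6 (orange). All ddm1rdr6 points of ETT, ARF4, TAS1C and TAS2 lie above the ddm1 points of the same fraction, which is not so for RDR6 or for the TE gene AT5G17125.

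The genotype comparisons asked which transcripts change when RDR6 is lost in the ddm1 background. Of 20618 loci tested, 363 differed in total RNA (104 higher and 259 lower in ddm1rdr6), 243 in total polysomal RNA (62 higher and 181 lower) and 386 in microsome polysomal RNA (82 higher and 304 lower), by limma with an adjusted p under 0.05. TE genes made up 6.13% of the loci tested. They made up 87.6% of the lower loci in total RNA (227 of 259), 82.9% in total polysomal RNA (150 of 181) and 49.7% in microsome polysomal RNA (151 of 304). Across the fractions, 140 loci were lower in all 3, of which 132 were TE genes, and 15 were higher in all 3, of which 4 were TE genes. The count in total RNA moved most when TE genes were left out before scaling, to 65 loci. In microsome polysomal RNA the median log2 fold change of all loci was -0.066, against -0.003 in total RNA, so part of its excess of lower loci may reflect this shift. Without TE genes 38 loci were higher and 40 lower there. With median-of-ratios scaling and TE genes kept, 88 were higher and 259 lower.

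**Figure D2:**
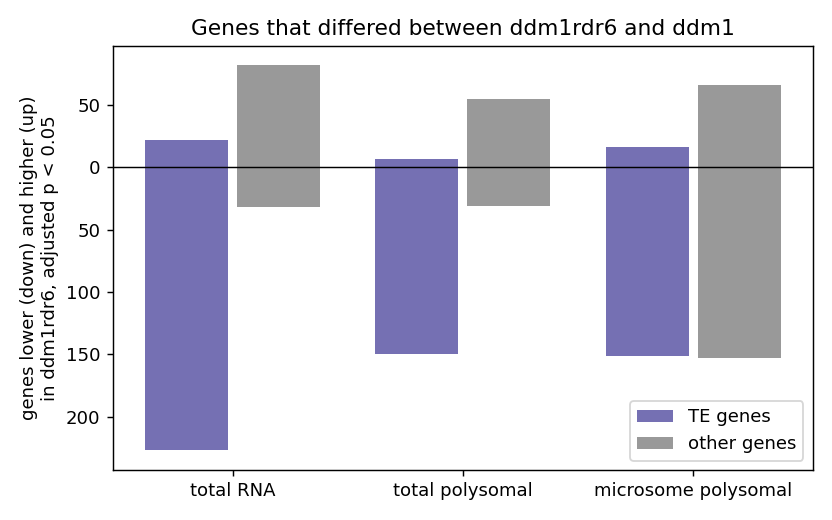
Number of loci (y axis) higher (bars above 0) and lower (bars below 0) in ddm1rdr6 than in ddm1 at a limma adjusted p under 0.05, in the 3 fractions (x axis), for TE genes (purple) and other genes (grey). TE genes lower in ddm1rdr6 form the tallest bar in total RNA (227) and in total polysomal RNA (150).

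With the replicate number as a block, 532 loci differed in total RNA, 345 in total polysomal RNA and 1400 in microsome polysomal RNA. Deviations from the group mean correlated across genes at a mean r of 0.112 between same-numbered samples and -0.0551 between different-numbered samples in total RNA. The corresponding values were 0.251 and -0.126 in total polysomal RNA and 0.392 and -0.197 in microsome polysomal RNA. By number, the same-numbered correlation in total polysomal RNA was similar, at 0.251, 0.262 and 0.239 for replicates 1, 2 and 3. In total RNA it was 0.205, 0.0632 and 0.0673. In the microsome fraction it was 0.611 for replicate 1, 0.0352 for replicate 2 and 0.531 for replicate 3. The correlation was thus not shared by all numbers in the microsome fraction. In ddm1rdr6, however, replicate 2 lay between the others there. Its log2 values correlated at 0.991 with replicates 1 and 3, which correlated at 0.982 with each other. A sample between the others deviates little from the group mean, so the low value cannot show that replicate 2 was unpaired.

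The lowest log2 fold changes in total RNA were those of TE genes. AT5G32053 on chromosome 5 fell from 283.7 ± 19.7 to 0.593 ± 0.292 FPKM in total RNA (SD, n = 3), a log2 fold change of -7.44 (SE 0.224, limma adjusted p 2.12e-12). It was also among the lowest in both polysomal fractions, with log2 fold changes of -5.17 and -5.08. AT3G30610 on chromosome 3 and AT4G07942 on chromosome 4 had log2 fold changes of -7.38 and -7.11 in total RNA (limma adjusted p 1.03e-10 and 5.03e-11). In total polysomal RNA, AT3G43863 and AT3G43862 on chromosome 3 had log2 fold changes of -5.77 and -5.03. AT3G43862 was again low in microsome polysomal RNA, at -4.91, whereas AT2G07764, a transfer RNA locus, was the lowest there at -7.18. AT2G07764 was listed at 0 in every library of 3 of the 6 groups. In the wild-type small RNA table, 7.40% of values at lower TE genes were whole numbers of reads, against 35.5% for other tested TE genes, so the number of separate elements is uncertain if they share reads.

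Lower TE genes in total RNA lay on all chromosomes, with 41 on chromosome 1, 22 on chromosome 2, 57 on chromosome 3, 51 on chromosome 4 and 56 on chromosome 5. They were not spread evenly among the TE genes: 120 pairs of neighbouring tested TE genes were both lower, against a median of 44 and at most 65 in 10000 relabellings of the TE genes within chromosomes (one-sided permutation p 0.0001, the smallest these relabellings can give). The longest run held 18 TE genes.

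**Figure D3:**
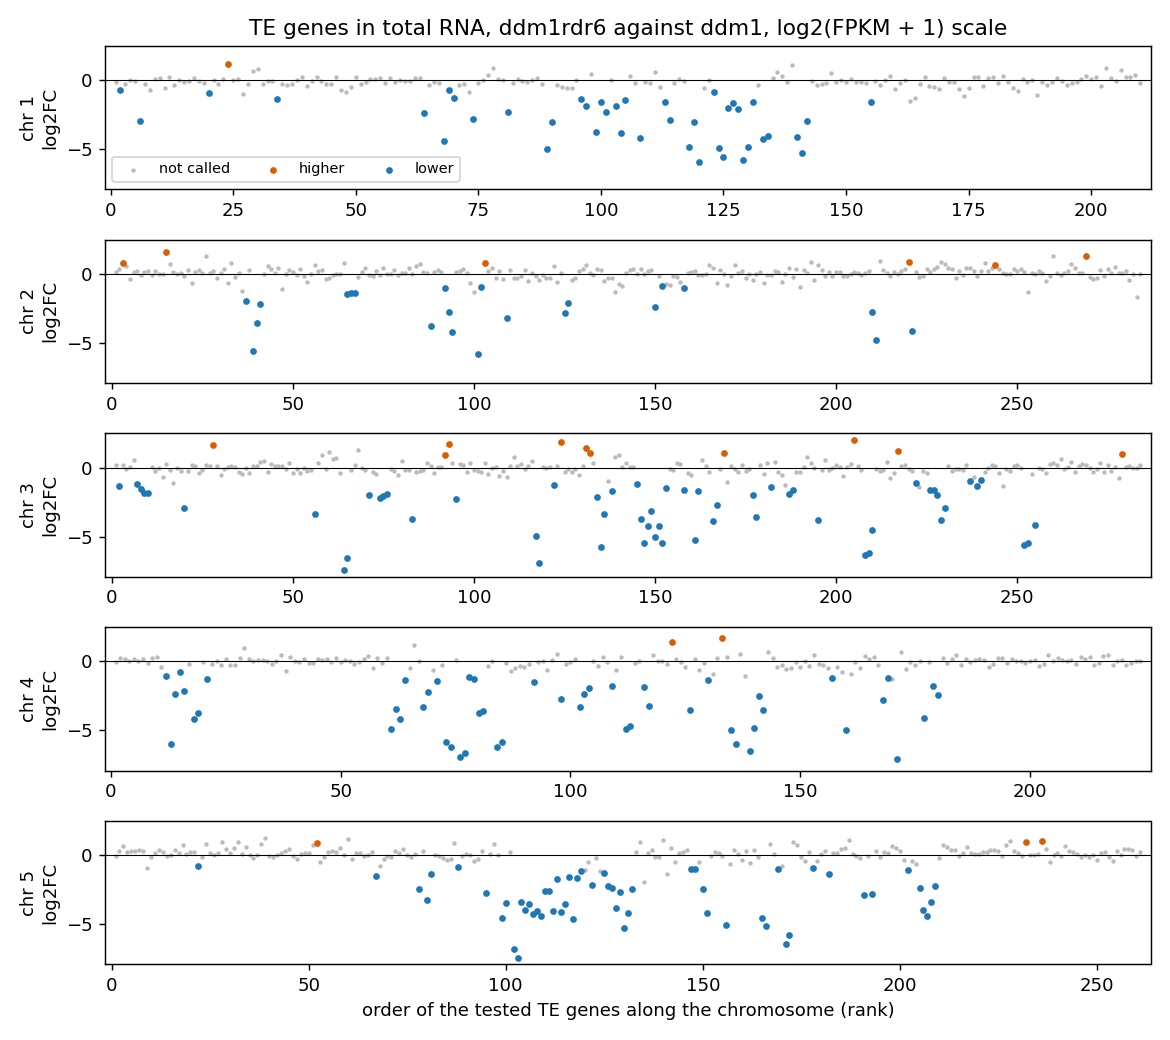
Log2 fold change of each of the 1263 tested TE genes in total RNA, ddm1rdr6 against ddm1 (y axis, log2(FPKM + 1) scale), by their order along each of the 5 chromosomes (x axis, rank among tested TE genes), coloured by the call at a limma adjusted p under 0.05 (blue lower, orange higher, grey not called). The 227 lower TE genes form runs, the longest of 18 TE genes.

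Increases were smaller. SADHU3-2 (AT3G42658), a TE gene, rose by 2.02 on the log2 scale in total RNA, and AT1G21525, listed at 0 in 1 ddm1 library, by 1.89. AT4G06712, a TE gene on chromosome 4, was higher by 2.21 in total polysomal RNA and 3.03 in microsome polysomal RNA (limma adjusted p 0.000117 and 2.86e-06). AT3G60290 rose by 2.25 in total polysomal RNA and AT3G30730 by 2.72 in microsome polysomal RNA. The value of AT3G30730 had an adjusted p of 0.0406, rested on 2 ddm1 libraries listed at 0 and was not past the threshold under 11 alternatives. Of the 2 retrotransposon copies on the fixed list, AT5G17125 had 32.7 ± 11.1 FPKM in ddm1 and 18.7 ± 13.9 FPKM in ddm1rdr6 total RNA (SD, n = 3), and the difference was within the spread between replicates (log2 fold change -0.96, SE 0.512, limma adjusted p 0.615). AT1G34967 was below the filter, with 0.291 ± 0.179 FPKM in ddm1 and 0.599 ± 0.163 FPKM in ddm1rdr6 total RNA (SD, n = 3).

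As a set, the 1263 tested TE genes did not pass the threshold in any genotype contrast. Their median log2 fold change was -0.05 in total RNA, -0.11 in total polysomal RNA and -0.20 in microsome polysomal RNA. The other tested loci had medians of -0.0007, -0.0046 and -0.058. Of the TE genes, 695, 822 and 937 were lower (camera, adjusted p 0.116, 0.116 and 0.131). The 10th and 90th percentiles in total RNA were -2.45 and 0.42, so the decrease was carried by part of the set. Without a filter on low values the medians were 0.00, -0.04 and -0.01. With the replicate number as a block, which cannot move a median in this balanced design, the unadjusted p of the total polysomal contrast was 0.046, where limma's camera gave 0.0579 without the block. The interaction of genotype with polysome association had a median of -0.02 over the TE genes (adjusted p 0.346), and that with microsome association -0.04 (adjusted p 0.907). The camera direction of both was up, against the sign of the medians. For polysome association the 10th and 90th percentiles were -0.43 and 1.17.

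The loci that carried 21-22 nt small RNA in ddm1 inflorescence were compared as a second set, of which 244 were expressed. The median log2 fold change was -1.39 in total RNA, with 196 of 244 lower, -0.73 in total polysomal RNA, with 208 lower, and -0.76 in microsome polysomal RNA, with 205 lower. The limma camera adjusted p-values were 0.000689, 0.00129 and 0.00701. In total RNA, 136 of the 244 were lower at an adjusted p under 0.05 and 5 were higher. Without a filter on low values the medians were -0.12, -0.13 and -0.06, and with a pseudocount of 0.1 they were -2.19, -1.55 and -1.66. With the replicate block, which cannot move these medians, the limma camera p-values were 0.00211, 0.00378 and 0.0136. A looser set, at 5 RPM and 2 times the wild-type value, had smaller medians of -0.45, -0.44 and -0.47. Its unadjusted camera p-values were 0.000653, 0.00145 and 0.00966. With only the TE genes of the reported set the medians were -1.66, -0.85 and -0.89.

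TE genes held 3.03% ± 0.275 of summed FPKM in ddm1 total RNA and 2.15% ± 0.0705 in ddm1rdr6 (SD, n = 3, exact permutation p 0.1). In total polysomal RNA the shares were 1.21% ± 0.154 and 0.989% ± 0.00779, and in microsome polysomal RNA 1.05% ± 0.142 and 0.819% ± 0.00358 (SD, n = 3, exact permutation p 0.1 for each). All 3 ddm1rdr6 samples were below all 3 ddm1 samples in each fraction. The p of 0.1 is the smallest that 3 samples against 3 can give, and it was also the adjusted value over the 3 comparisons. Paired by replicate number, the mean differences were -0.881, -0.223 and -0.233 percentage points, with an exact sign-flip p of 0.25, the smallest that 3 pairs can give. Without the 100 most abundant genes the difference in total RNA was -1.37 percentage points.

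**Figure D4:**
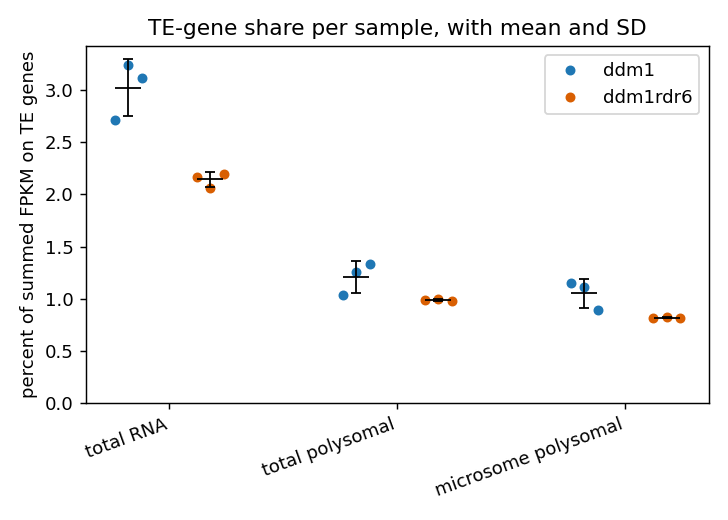
Percentage of each library's summed FPKM on TE genes (y axis) by fraction (x axis), with 1 point per replicate and bars for the mean and SD of 3 replicates, in ddm1 (blue) and ddm1rdr6 (orange). The shares in total RNA (means of 3.03% and 2.15%) exceed those in both polysomal fractions, and within each fraction the ddm1rdr6 samples are the lower ones.

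Comparison of polysomal with total RNA addressed which transcripts are loaded on ribosomes. In ddm1, 9680 of the 20618 loci differed (4983 higher and 4697 lower in total polysomal RNA), and in ddm1rdr6 9640 (4992 higher and 4648 lower). Which direction was more frequent depended on the scaling and on the filter. With median-of-ratios scaling 4530 were higher and 5267 lower in ddm1 and 4442 and 5303 in ddm1rdr6. With the deposited values these were 4491 and 5325 in ddm1 and 4309 and 5456 in ddm1rdr6. Without a filter on low values they were 4826 and 5167 in ddm1 and 4741 and 4995 in ddm1rdr6. Of 8016 loci that differed in both genotypes, all 8016 had the same direction, and the log2 fold changes correlated across genes at r = 0.910 (genes are not independent replicates). TE genes had a median log2 fold change of -0.87 in ddm1 and -0.70 in ddm1rdr6, against 0.06 for other genes in both genotypes, and 781 and 694 TE genes were lower past the threshold. The transfer RNA locus AT2G07764 fell by 10.08 in ddm1 and fell by 9.977 in ddm1rdr6 on the log2 scale, and the spliceosomal RNA locus U12 (AT1G61275), listed at 0 in 2 of the 3 ddm1rdr6 total polysomal libraries, fell by 7.465 in ddm1rdr6. AT2G31141 fell by 7.26 in ddm1. The largest increases were those of MT1A (AT1G07600), 6.16 in ddm1, and MAPR2 (AT2G24940), 5.61 in ddm1rdr6. MT1A was listed at 0 in 1 of the 3 ddm1 total RNA libraries, and its SE was 1.66. MAPR2 was listed at 0.009292, 0.009269 and 0.009231 FPKM in the ddm1rdr6 total RNA libraries and as low in 2 of the 3 ddm1 ones, against 14.83 FPKM in the other, so its value rests on near-identical numbers close to 0. The other genes selected were AT3G20900, higher by 3.52 in ddm1, and AT4G26055, higher by 3.40 in ddm1rdr6, each listed at 0 in 2 of the 3 total RNA libraries of that genotype. The counts moved most with a test against a log2 change of 0.5, to 3445 and 3285 loci. With the block of genotype and replicate number they were 9693 and 9651, and the same-numbered correlations of deviations were 0.25 in ddm1 and 0.311 in ddm1rdr6.

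Microsome polysomal RNA was compared with total polysomal RNA to find transcripts that differ in the microsome fraction. Whether a higher value there marks membrane-bound ribosomes was not tested. In ddm1, 9562 loci differed (5652 higher and 3910 lower in microsome polysomal RNA), and in ddm1rdr6 11134 (6056 higher and 5078 lower). The excess of higher loci depended on the scaling and on the size of change tested. With the deposited values 3868 were higher and 4228 lower in ddm1 and 5020 and 5511 in ddm1rdr6. With median-of-ratios scaling 4381 were higher and 4134 lower in ddm1 and 5267 and 5410 in ddm1rdr6. With the reported scaling and a test against a log2 change of 0.5, lower loci were the more frequent. Then 1032 were higher and 2838 lower in ddm1 and 1963 and 3482 in ddm1rdr6. The median log2 fold change of all loci in ddm1 was 0.13 with the trimmed-mean scaling, 0.04 with median-of-ratios scaling and 0.00 with the deposited values, and single changes are to be read relative to that shift. Log2 fold changes in the genotypes correlated across genes at r = 0.927, and 8457 of 8461 loci that differed in both had the same direction. AT2G07698 was higher by 2.71 in ddm1 and 3.06 in ddm1rdr6 (limma adjusted p 1.05e-06 and 1.86e-07). AT2G07764 was higher by 7.18 in ddm1 and AT2G07732 by 2.07 in ddm1rdr6. In ddm1, AT2G07698 had means of 2055 FPKM in total, 55.2 in total polysomal and 316.3 in microsome polysomal RNA. In ddm1rdr6, AT2G07732 had means of 49150, 673.1 and 2611 FPKM in the same order. Both thus stayed below their total RNA values. The lowest log2 fold changes in ddm1 were those of ATSBT5.2 (AT1G20160) at -4.05 and AT1G28400 at -3.91. In ddm1rdr6 they were those of AT3G08520 at -5.76 and the spliceosomal RNA locus U1.5 (AT1G08115) at -4.87. AT3G08520 was listed at 0 in 1 of the 3 ddm1rdr6 microsome libraries and at 527.4 and 814.9 FPKM in the others, and its SE was 1.61. TE genes had medians of -0.08 in both genotypes. With the block the counts were 9516 and 11111, but same-numbered samples correlated at -0.0461 in ddm1 and -0.133 in ddm1rdr6. The deviations across genes thus showed no pairing of these fractions by number, which does not exclude that same-numbered samples came from the same material.

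The interactions tested whether the genotypes differed in polysome or microsome association. For polysome association 88 loci passed the threshold, 83 of them with a positive value and 82 of those TE genes. With the block of genotype and replicate number 59 did. The highest were AT3G42719 at 3.69 and AT4G06735 at 3.43 on the log2 scale (limma adjusted p 0.00978 and 0.00201), and AT2G40935 was at -1.34 (limma adjusted p 0.0395). Of the 83, 72 had a mean under 1 FPKM in both ddm1rdr6 groups, and with a pseudocount of 0.1 the count was 1. For microsome association 2 loci passed the threshold, while 1171 had an unadjusted p under 0.05. One of them was AT2G07764 at -7.18 (limma adjusted p 0.0204). With the block 0 loci passed the threshold, with 1234 at an unadjusted p under 0.05.

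Small RNA was compared between tissues and genotypes by length and by place. The libraries held 7320760 reads (wild-type inflorescence), 5865891 (ddm1 inflorescence) and 11930319 (ddm1 pollen). Reads of 21-22 nt made up 27.1% in wild-type inflorescence (95% Wilson interval 27.08% to 27.15%), 34.3% in ddm1 inflorescence (34.22% to 34.30%) and 27.1% in ddm1 pollen (27.06% to 27.11%). Reads of 24 nt made up 43.6% (43.52% to 43.59%), 48.3% (48.25% to 48.33%) and 12.7% (12.66% to 12.70%). The most abundant sequence took 9.57% and 11.6% of the inflorescence reads and 0.188% of the pollen reads. Without it the 21-22 nt share was 19.4% in wild type and 25.6% in ddm1 inflorescence. These differences have no replicate check and compare the libraries, not the conditions.

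**Figure D5:**
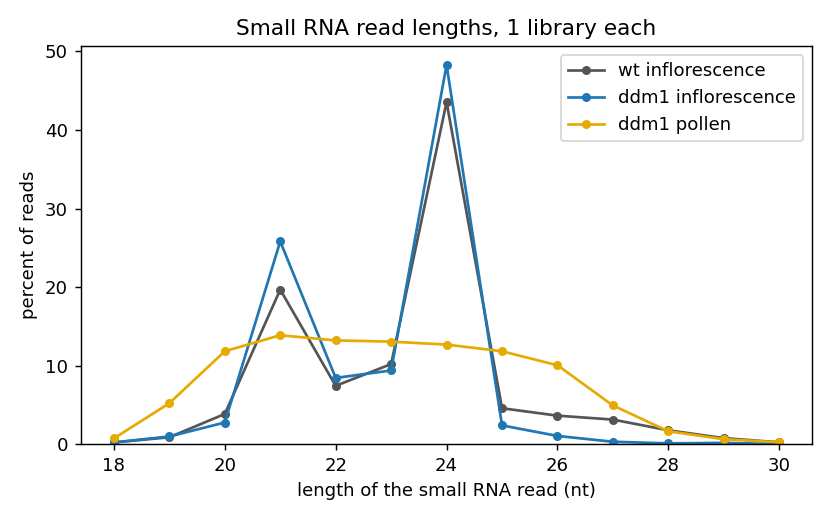
Percentage of reads (y axis) by read length in nt (x axis) in the small RNA libraries of wild-type inflorescence (grey), ddm1 inflorescence (blue) and ddm1 pollen (yellow), 1 library each. Both inflorescence libraries peak at 24 nt (43.6% and 48.3%) and at 21 nt (19.7% and 25.8%), whereas the pollen library is broad, with 13.9% at 21 nt and 12.7% at 24 nt.

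On TE genes, 21-22 nt reads summed to 17630 RPM in wild-type inflorescence and 109796 RPM in ddm1 inflorescence, a ratio of 6.23, and to 119863 RPM in ddm1 pollen. The 24 nt reads summed to 130694, 218815 and 40467 RPM, a ratio of 1.67 between the inflorescence libraries. The RPM denominators, as estimated from the value of 1 read, covered 30.1%, 43.5% and 6.51% of the reads in wild-type inflorescence, ddm1 inflorescence and ddm1 pollen. Scaled to all reads of the library instead, the 21-22 nt ratio of ddm1 to wild-type inflorescence was 9.02 and the 24 nt ratio 2.42, while the pollen sum was 7808 against 47800 in ddm1 inflorescence. Of 3553 TE genes with 21-22 nt reads in either inflorescence library, 2221 were higher in ddm1, 535 by at least 4 times, and 185 were lower by at least 4 times. The median log2 ratio, after adding 1 RPM, was 0.48. Of 3771 TE genes with 24 nt reads, 2161 were higher in ddm1, but more were lower by at least 4 times (678) than higher by at least 4 times (503). The TE genes with the most 21-22 nt reads were AT5G29975, AT5G31719 and AT5G32306 on chromosome 5. Their 21-22 nt values in ddm1 inflorescence were 2460, 2385 and 2290 RPM, against 60.7, 43.7 and 25.1 RPM in wild type and 384.7, 250.8 and 242.0 RPM in ddm1 pollen.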

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

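Groups of 3 samples are too small for a test of single outlying samples, so the results here are those in which an effect differed between groups by an interaction test. Of the tests in this part, only the change of pseudocount was chosen after the data were seen.

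The effect of genotype differed between total polysomal and total RNA at 88 loci, of which 83 were positive and 82 of those were TE genes. AT3G42719 at 3.69 and AT4G06735 at 3.43 on the log2 scale were the highest, and AT2G40935 was at -1.34. The 83 positive loci were all lower in ddm1rdr6 than in ddm1 total RNA as well. Their median was 31.8 FPKM in ddm1 total RNA and 5.24 FPKM in ddm1 total polysomal RNA. A technical explanation is that values at the floor in ddm1rdr6 leave no room for the decrease from total to polysomal RNA that ddm1 shows. It was tested by the percentage of these loci with a mean under 1 FPKM in both ddm1rdr6 groups, which was 86.7% (72 of 83). Because all 83 were lower in ddm1rdr6 total RNA, low values there are partly built in. The percentage had no comparison set and so cannot decide alone. With a pseudocount of 0.1 in place of 1, 1 locus was left, and it was not one of the positive ones. The positive interactions are therefore consistent with the floor of the log2(FPKM + 1) scale, and a biological difference in polysome loading at these loci cannot be told apart from it. AT2G40935 was not at the floor, with means of 5.64 and 5.86 FPKM in ddm1rdr6 total and total polysomal RNA and 2.06 and 7.38 FPKM in ddm1. It lost the threshold under 16 alternatives, and no explanation was tested for it. Of the 4 splits of the samples that swap the genotype of none or 1 of the replicate numbers in both fractions, 1 gave as many loci as 88, the real one. A design with 4 such splits cannot give a share under 0.25. The other splits gave at most 2 loci, but a swap alone can lower the count, so this does not decide.

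The effect of genotype differed between microsome and total polysomal RNA at 2 loci, with 1171 at an unadjusted p under 0.05. One was AT2G07764 at -7.18, a transfer RNA locus. It was listed at 0 in all 6 total polysomal libraries and in all 3 microsome libraries of ddm1rdr6, and at 543.5, 48.8 and 81.2 FPKM in the microsome libraries of ddm1. An exact 0 in such a file may be a failed estimate, and with the replicate block 0 loci passed the threshold. Whether the listed zeros are measurements was not tested, and no biological explanation was tested. For this interaction too 1 of the 4 splits, the real one, gave as many loci.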

How the results depend on the processing

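The fits that each left out 1 sample gave 295 to 371 loci for the genotype contrast in total RNA and 180 to 273 in total polysomal RNA, within 1.5 times of 363 and 243. In microsome polysomal RNA they gave 186 to 461 loci against 386. They gave 65 to 106 loci for the polysome interaction and 0 to 2 for the microsome interaction, where between 545 and 1918 loci had an unadjusted p under 0.05. The median of the TE-gene set in total polysomal RNA ranged from -0.222 to -0.023, and its lowest unadjusted camera p was 0.00562. The set medians of the interactions changed sign, from -0.092 to 0.079 for polysome and from -0.149 to 0.037 for microsome association. At its highest median the polysome set had an unadjusted camera p of 0.0327. The set p-values of these fits were not adjusted over the set tests. The cause of these changes was not tested. The 4 fraction counts and the TE-gene shares stayed within 1.5 times or 1 SD in these fits. The small RNA set kept an unadjusted camera p under 0.05 in all 3 fractions.

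Tested against a log2 change of 0.5, the genotype contrasts gave 208, 130 and 116 loci in total, total polysomal and microsome polysomal RNA. The polysomal contrasts gave 3445 (ddm1) and 3285 (ddm1rdr6), the microsome contrasts 3870 and 5445, and the interactions 42 and 1. In both microsome contrasts more of these loci were lower than higher, the opposite of the reported fit. Without TE genes the genotype contrasts gave 65, 38 and 78 loci and the polysome interaction 2. The fits with TE genes called 114, 86, 219 and 6 loci that are not TE genes, so the drop exceeded the loss of TE genes. The Benjamini-Hochberg cutoff depends on all loci tested, and leaving out many called TE genes makes it stricter for the rest. How much of the drop this explains, beside the changed scaling, was not tested. The threshold of 0.05 applies to all called loci together, so the share of false calls can be higher among loci that are not TE genes. With only the groups compared in the fit, total polysomal RNA gave 131, microsome polysomal RNA 179 and the polysome interaction 52 loci, and the cause was not tested. With the replicate block, microsome polysomal RNA gave 1400 loci and the microsome interaction 0, with 1234 at an unadjusted p under 0.05. The TE-gene set in total polysomal RNA, with a median of -0.11, then had a camera p of 0.046. With a filter on a mean FPKM of at least 1 this set had a median of -0.14 and a camera p of 0.0419. Neither p was adjusted over the set tests, and in the reported fit the set did not pass after adjustment. Without a filter the microsome interaction gave 0 loci, with 1404 at an unadjusted p under 0.05. The median of its TE-gene set was then 0.017, the other sign. Leaving out the filter also left more loci lower than higher in both polysomal contrasts. With a pseudocount of 0.1 the polysome interaction gave 1 locus. The difference in TE-gene share of total RNA was -1.37 points without the 100 most abundant genes. Scaling by median of ratios, no rescaling and a fit without the trend kept each count within 1.5 times, although the 2 changes of scaling left more loci lower than higher in both polysomal contrasts and in the microsome contrast of ddm1rdr6, and no rescaling did so in that of ddm1, the opposite of the reported fit. The 2 changes of scaling kept the unadjusted p of each set on its side of 0.05, with the same sign of the median.

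Small RNA shares moved beyond their counting intervals, which are narrow at this depth. Counting distinct sequences once, the 21-22 nt share was 27.6% in ddm1 pollen, 16.1% in wild-type and 19.0% in ddm1 inflorescence, and the 24 nt share 13.97%, 49.3% and 54.0%. Without the most abundant sequence the 21-22 nt shares were 27.14%, 19.4% and 25.6%, and the 24 nt shares 12.71%, 48.2% and 54.7%. In the same order, scaled to all reads of the library, TE genes had 7808, 5300 and 47800 reads of 21-22 nt and 2636, 39293 and 95262 of 24 nt. Without the 10 TE genes with the most reads the RPM sums were 47667, 14768 and 88865 for 21-22 nt and 13566, 114245 and 200218 for 24 nt. The higher values in ddm1 than in wild-type inflorescence kept their direction in each of these.

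Of the 1096 values of single genes under the alternatives, 1023 stayed on their side of the threshold with the same sign, 60 were weaker and 13 changed sign. The sign changes were those of genes without a call when a sample was left out. CHR1 ranged from -0.29 to 0.22 in total RNA, from -0.078 to 0.088 in total polysomal RNA and from -0.25 to 0.12 in microsome polysomal RNA. TAS1B ranged from -0.11 to 0.39 in total polysomal RNA, and ARF2 from -0.145 to 0.056 there and from -0.094 to 0.151 in microsome polysomal RNA.

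The comparison with a second count-based tool was not run, because the files hold FPKM. Matching reads to the genome, and counting only reads with 1 place in it, were not run for small RNA, because no genome was used here, and distinct sequences could not be counted per TE gene from sums by locus. Total RNA had the lowest estimated depth, from 3540000 fragments, and the effect of depth on the number of calls was not tested.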

Other observations

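Of the tests described here, those on the scaling between fractions, on the pairing of the microsome samples and on structural RNA in pollen, and the matching of TE genes on small RNA abundance, were chosen only after the result was seen.

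The 227 TE genes lower in ddm1rdr6 total RNA lay in runs. Their median was 16.9 FPKM in ddm1 and 0.419 FPKM in ddm1rdr6, and 144 of them had a mean under 1 FPKM in ddm1rdr6. If they were placed at random among the tested TE genes, the 120 neighbouring pairs would lie within the range of the relabellings, and the share of relabellings with as many pairs was 0.0001, the smallest that 10000 can give. In all, 113 of them lay in 23 runs of at least 3. Neighbouring loci can be pieces of a single transcript. Of the pairs with another annotated locus between them, 55 were both lower, against a median of 30 and at most 53 in the relabellings. Low expression or depth was tested with 227 other genes matched on mean log2 FPKM, of which 0% were called lower and 9 had an unadjusted p under 0.05 and a lower value. Of 1263 genes matched to all tested TE genes, 1 was called lower, against 18.0% of the TE genes. Reads shared between near-identical copies were tested through the small RNA tables, in which a value that is not a whole number of reads holds reads of several loci. Whole values made up 7.40% in 224 lower TE genes and 35.5% in 1031 others, a difference of -28.1 percentage points (one-sided permutation p 1e-05, the smallest that 100000 permutations can give). Loci with more small RNA have more chances of a value that is not whole, but against 224 other TE genes matched on summed wild-type RPM, of whose values 39.0% were whole, the difference was -31.6 points with the same p. The test counts values in a table, not reads. The explanation by shared reads thus remains: a smaller number of elements, copied near each other, may account for part of the 227 calls and of their runs. Hypotheses that remain beside it are a loss of transcripts that depends on RDR6 and silent chromosome segments that the 2 mutant lines inherited differently. No test here separates them.

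For the 3 counts of the genotype contrasts (363, 243 and 386 loci), 1 of the 4 splits that keep same-numbered samples apart, the real one, gave as many loci in each fraction. The same held for the small RNA gene set in the 3 fractions and for the 4 fraction contrasts. For the TE-gene set, 3 of the 4 splits gave a median as far from 0 in total RNA, 2 in total polysomal RNA and 1 in microsome polysomal RNA, and 3 of 4 did for each of its interactions. The other splits differ from the real one by swapping the labels of 1 pair of samples. With 4 splits no share can be under 0.25, so the shares alone cannot rule out a grouping by chance. In the genotype contrasts the other splits gave at most 3, 0 and 0 loci, against 363, 243 and 386. In the polysomal contrasts they gave at most 1 locus, against 9680 and 9640. In the microsome contrasts they gave at most 0 and 2, against 9562 and 11134. The size of this gap does not decide the question. Swapping 1 pair moves any strong difference between the groups into the residual spread, which lowers the counts of the other splits. For the contrasts and for the 2 gene sets the question stays open.

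TE genes were lower in total polysomal than in total RNA: 1063 of the 1263 were lower in ddm1, with a median log2 fold change of -0.87. Low expression was tested with other genes matched on mean log2 FPKM, whose median was -0.13. Low expression thus does not account for the shift. With the deposited values, the median of the TE genes differed from that of other genes by -0.93, but scaling between fractions moves both medians nearly alike, so this comparison shows nothing about it. Total RNA and polysomal libraries were prepared differently and sequenced to different depths, which was not tested separately, so weak ribosome loading of TE transcripts is a hypothesis only.

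Same-numbered replicates of the microsome polysomal fraction varied together for 2 of the 3 numbers. Deviations of same-numbered ddm1 and ddm1rdr6 samples correlated across genes at 0.611 for replicate 1, 0.0352 for replicate 2 and 0.531 for replicate 3, a mean of 0.392. A shared preparation by replicate number could give such a mean, but replicate 2 showed little of it. With 3 pairs this cannot be told apart from chance. It is the fraction in which the replicate block raised the count most, from 386 to 1400 loci.

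The TE gene AT5G17125 varied between replicates in a way that repeated in the fractions. In ddm1rdr6, replicate 1 had 34.7 FPKM in total RNA, 6.83 in total polysomal RNA and 7.63 in microsome polysomal RNA. Replicate 2 had 10.1, 2.19 and 1.86 FPKM, and replicate 3 had 11.2, 1.32 and 2.15 FPKM. In ddm1 replicate 1 was instead the lowest in each fraction, with 20.31, 2.306 and 4.91 FPKM against 41.78, 4.711 and 6.052 in replicate 2 and 35.96, 6.241 and 5.117 in replicate 3. No explanation was tested.

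The pollen small RNA library had a broad length profile. Fragments of structural RNA were tested as its source: ribosomal RNA loci held 4299930 of 5440370 summed RPM, but without structural RNA genes the 21-22 nt share of reads on genes rose only from 27.6% to 32.9% and the 24 nt share stayed at 13.0% and 12.8%. Protein-coding genes, with 27.2% and 13.0%, were as flat as ribosomal RNA loci, with 26.6% and 13.0%, whereas in the wild-type and ddm1 inflorescence libraries 62.7% and 68.9% of the reads on protein-coding genes were of 24 nt. Structural RNA loci alone thus do not account for the profile, and with 1 library its source cannot be settled. The 21-22 nt share in pollen was 48.4% on TE genes, 68.0% on miRNA genes and 44.3% on other RNA genes, and 60.2% of the 21-22 nt TE reads fell on 10 TE genes.

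In inflorescence, 21-22 nt reads on TE genes were 6.23 times as abundant in the ddm1 as in the wild-type library. The 10 TE genes with the most reads did not account for this, since the ratio was 6.02 without them, nor did the denominator of the RPM values, since it was 9.02 when scaled to all reads. The excess was nevertheless uneven: the median log2 ratio per TE gene, after adding 1 RPM, was 0.48, and 535 of 3553 TE genes were at least 4 times higher. A difference between single libraries has no replicate check, so an effect of the ddm1 mutation is a hypothesis.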
